A study of Mus musculus with 18 samples. Its data were reported in "Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells" (2018).

How the data were processed

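Polysome profiling was performed on V6.5 mouse embryonic stem cells (ESCs), either wild-type (WT) or knockout for Ddx6 (Ddx6 KO), grown in serum with LIF and the 2i inhibitors. DDX6 is an RNA helicase that takes part in translational repression and mRNA decay. Per the labels, ribosomes were arrested with cycloheximide, lysates were spun through sucrose gradients, and 3 fractions were collected from each gradient. These were the monosome, the low polysome (2 to 4 ribosomes) and the high polysome (4 or more ribosomes). There were 3 gradients per genotype, which gave 18 libraries in 6 groups of 3. KO gradient 1 came from clone 1, and KO gradients 2 and 3 came from clone 2.

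The authors prepared 3′ end libraries with the QuantSeq 3′ FWD kit, in which each read marks the 3′ end of a transcript, so counts were not divided by transcript length. Reads were trimmed, aligned with STAR to the mouse genome, and restricted to uniquely mapped reads. Per the file headers, counts per gene were made by the authors with featureCounts 1.5.3 with strand-specific counting, using the Gencode M14 basic annotation without rRNA and with the sequences of the ERCC spike-in set added. The labels mention no molecular identifiers, so PCR copies are taken to be among the counts. Restriction to unique alignments removes reads shared between near-identical copies, so genes with paralogs or pseudogenes, such as ribosomal protein genes, are undercounted to an uncertain degree. Counting by strand keeps antisense neighbours apart, while overlapping genes on one strand stay uncertain.

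The deposited table held counts for 51467 genes and 92 spike-in sequences in each of the 18 libraries. Gene symbols, gene types, coordinates, coding lengths and 3′ UTRs were taken from Gencode M21, which is on the same GRCm38 (mm10) assembly as M14. Of the gene identifiers, 51274 matched M21 and 193 did not, and the matched ones held 99.99% of the counts. Spike-in sequences were left out of library sizes and tests.

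The use of limma, the filter on low counts and the interaction term follow the study's methods. TMM scaling, voom and the joint fit to all groups were chosen here, since the methods do not state them. All of these were fixed before the data were examined, together with the alternatives, the gene lists and the rule for naming genes. Choices made later are identified as such where they are used. Genes with at least 3 CPM (counts scaled to library size) in at least 3 libraries were kept, which left 12705 genes holding 99.6% of the counts. Counts were scaled by the TMM method of edgeR 4.0.16 and fitted with voom in limma 3.58.1 (R 4.3.3) as 6 group means over all 18 libraries, so that all groups shared one estimate of the spread. Translation level here is high polysome abundance over monosome abundance. The KO effect on it was the interaction term, the KO difference less the WT difference, on the log2 scale. The same interaction was tested with the low polysome in place of the high polysome, and KO was compared with WT within each fraction. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, over all genes tested. All tests were two-sided unless stated. Because TMM sets the typical gene to no change, every change is relative to the other genes of the same libraries.

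Ratios for single gradients were log2(high polysome / monosome) of TMM-scaled CPM with a pseudocount of 0.5 CPM, which pulls the ratios of weakly expressed genes toward 0. Summaries of these ratios were compared between the 3 WT and 3 KO gradients by an exact permutation test, for which 3 against 3 cannot give a p below 0.1. Long non-coding RNAs (lncRNAs) and protein-coding genes were compared by a permutation test of the gene labels with 100000 resamples.

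Genes with a site for the ESC-enriched ESCC miRNAs (embryonic stem cell cell-cycle regulating miRNAs) were defined by a search of annotated 3′ UTRs for the 8mer AGCACTTA, and compared with genes that had neither 7mer of that site. The study's conserved target list was not used here. The set was tested with camera in limma at the preset inter-gene correlation of 0.01, beside fry and camera with an estimated correlation. Camera compares the set with the other genes. Fry asks whether the change of the set itself differs from 0, so it does not test the shift between sets. Neither is an exact test, and the exact permutation test over gradients is given beside them. The 8mer sites of 5 other miRNA families served as control seeds. Cytosolic ribosomal protein genes were recognised by symbol. That pattern was narrowed from a wider one that included paralogs after values had been seen, and the KO comparison of this class was also chosen after values had been seen.

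The named genes were Ddx6, 8 pluripotency genes, 9 ESCC miRNA targets listed beforehand, and the 5 genes that rose most and the 5 that fell most in translation level. The last group was drawn from genes with an adjusted p under 0.05, a mean of at least 10 CPM over the high polysome and monosome libraries, and ratios in all 3 KO gradients beyond those in all 3 WT gradients. There were 1178 such raised genes and 828 such lowered genes. Without the first 2 conditions, 39.0% of all tested genes had KO and WT ratios that did not overlap, against 10% by chance.

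The alternatives were the edgeR quasi-likelihood test, DESeq2 1.42.0, upper-quartile scaling, library size alone, no filter on low counts, fits to the compared groups only, a replicate block, a requirement of an absolute log2 change over 1, and fits that each left out one gradient. Others were added after the data had been seen. In these, all libraries were thinned to the depth of the shallowest (2530975 counts over the tested genes), a loess trend on coding length was removed from each library, or comparison genes were matched on coding length. Fractions with the same number within a genotype came from one lysate and gradient, so they were paired by origin. Their deviations from the group means correlated at r from -0.181 to 0.485 over 18 pairs, with a median of 0.0897.

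The fits were tested on simulated counts for the 12705 genes, with 200 genes changed by 1.5 on the log2 scale in the interaction. The limma fit recovered 66.0% of the 200, and 3.65% of its calls were false. The edgeR test recovered 67.5%, with 2.88% false. DESeq2 recovered 72.5%, with 8.81% false. In the set test, 0 of 100 random sets of 388 genes passed p of 0.05 in camera at the preset correlation, and a set with 0.15 added gave a shift of 0.13 with p = 0.0014. The simulated genes varied independently of each other, and the added shift was equal for all genes of the set. Real genes can vary together, so these values do not give the error rate or power of camera in the real libraries. Replicates were compared before they were averaged. Spearman's rho between replicates was 0.969 to 0.992 across genes, and the chi-square per degree of freedom was at least 3.53, so every pair differed by more than counting error and no library was counted as a copy of another.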

Results

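To ask how the loss of DDX6 changes the association of mRNAs with ribosomes, 18 libraries were compared, from 3 fractions of 3 WT and 3 Ddx6 KO gradients. Total gene counts ranged from 2543617 to 11474550 per library. The WT monosome libraries were the shallowest, with 2543617, 4338977 and 4894677 counts in gradients 1 to 3. In the KO monosome libraries totals were 7735822, 7811071 and 7537656. WT low polysome libraries had 8565470, 7043953 and 7773469 counts, and WT high polysome libraries had 8055321, 9788451 and 10289531. KO low polysome libraries had 7393509, 7757988 and 11474550 counts, and KO high polysome libraries had 9195494, 9463583 and 10236192. The 10 most counted genes held 4.45% to 7.87% of a library, with the highest shares in WT monosomes. Principal component 1 of the log2 CPM values held 46.2% of the variance and component 2 held 24.5%. The labels give no sequencing or library batch. Clone 1 had a single gradient, so differences between clones could not be separated from differences between gradients.

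First, the targeted gene was examined in every library. Ddx6 (ENSMUSG00000032097.10) lies on chromosome 9 from 44604892 to 44640731 on GRCm38. In WT libraries its level was 153 ± 8.78 CPM in the monosome, 189 ± 26.5 CPM in the low polysome and 190 ± 9.51 CPM in the high polysome (mean ± SD, n = 3 each). The KO libraries gave 33.9 ± 20.9, 40.4 ± 36.7 and 26.0 ± 25.4 CPM in the same order. By limma, the log2 change was -2.35 (SE 0.48, adjusted p = 0.000691) in the monosome, -2.62 (SE 0.47, adjusted p = 0.000117) in the low polysome and -3.32 (SE 0.49, adjusted p = 1.72e-05) in the high polysome. All 9 KO libraries were below all 9 WT libraries. The spread within the KO group followed the clones. Clone 1 retained 57.5, 82.7 and 55.3 CPM in the monosome, low polysome and high polysome, or 29.1% to 43.8% of the WT mean of the same fraction. Both gradients of clone 2 lay between 9.68 and 26.7 CPM, or 5.08% to 17.4% of WT. With 1 gradient of clone 1, this difference between clones was not tested. The alternative that moved the values most was leaving out KO gradient 1, the only one of clone 1, which gave -2.82, -3.30 and -4.07 for the 3 fractions.

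**Figure D1:**
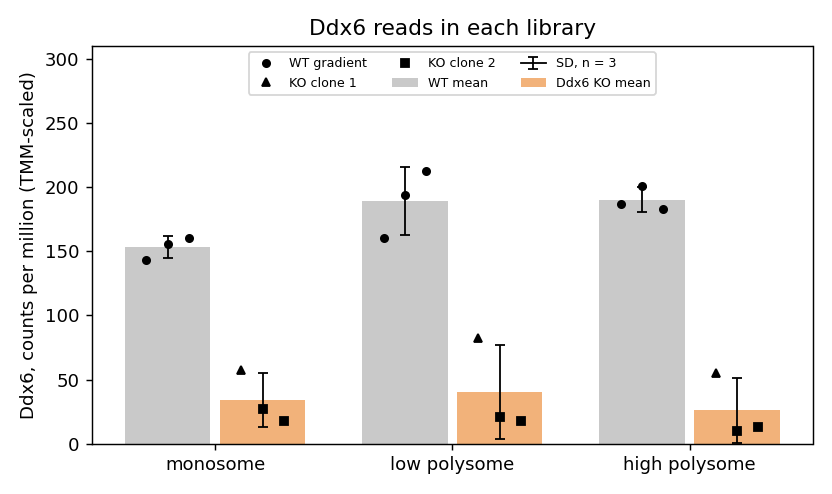
Ddx6 level (CPM, TMM-scaled) in each library by fraction, with bars for the group mean, error bars for the SD (n = 3) and a point per library. All KO libraries lie at or below 82.7 CPM and all WT libraries at or above 143 CPM, and clone 1 (triangles) lies above clone 2 (squares) in every fraction.

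Next, translation level was examined within WT cells. Of 12705 genes, 3674 were higher in the high polysome than in the monosome and 4086 were lower at an adjusted p under 0.05 in limma, and 8223 had an unadjusted p under 0.05. An absolute log2 difference over 1 was also met by 1647 of the higher genes and 2665 of the lower genes. The median SE was 0.21. Removing the filter on low counts moved this result most, to 4403 higher and 10866 lower genes, which took the share of higher calls from 47.3% to 28.8%.

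The study asked whether lncRNAs differ from mRNAs in translation level. The median log2(high polysome / monosome) of 447 lncRNAs was -1.96 ± 0.097 over the WT gradients (SD, n = 3), and that of 11773 protein-coding genes was 0.063 ± 0.0046. The difference was -2.05, -1.91 and -2.10 in the 3 gradients, with a mean of -2.02 ± 0.098. In a permutation test across genes p was 1e-05, the smallest that 100000 resamples can give, although genes are not independent replicates. Of the lncRNAs, 386 (86.4%) were lower in the high polysome in limma and 5 were higher. For protein-coding genes the share of lower calls was 28.5%. The low polysome in place of the high polysome moved the difference most, to -0.59. In the KO gradients the lncRNA median was -1.88 ± 0.096, which differed from WT by less than the spread between gradients (exact permutation p = 0.3, smallest possible 0.1).

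Classes given beside these also lay below the protein-coding median in WT. The 75 cytosolic ribosomal protein genes had a median of -1.59 ± 0.060, and 70 of them were lower in the high polysome. The 7 mitochondrially encoded mRNAs, which are not translated by cytosolic ribosomes, had a median of -4.11 ± 0.66, and all 7 were lower. In KO gradients the mitochondrial median was -3.48 ± 0.59 (exact permutation p = 0.2). The ribosomal protein median was -1.03 ± 0.16 in KO, above all 3 WT gradients (exact permutation p = 0.1, the smallest possible). The protein-coding median was 0.11 ± 0.026 in KO, but its difference from WT mostly reflects the scaling, because these genes are most of those that set the scale. The median change of all genes was 0.022 with TMM, -0.038 with DESeq2 and -0.10 with library size alone.

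**Figure D2:**
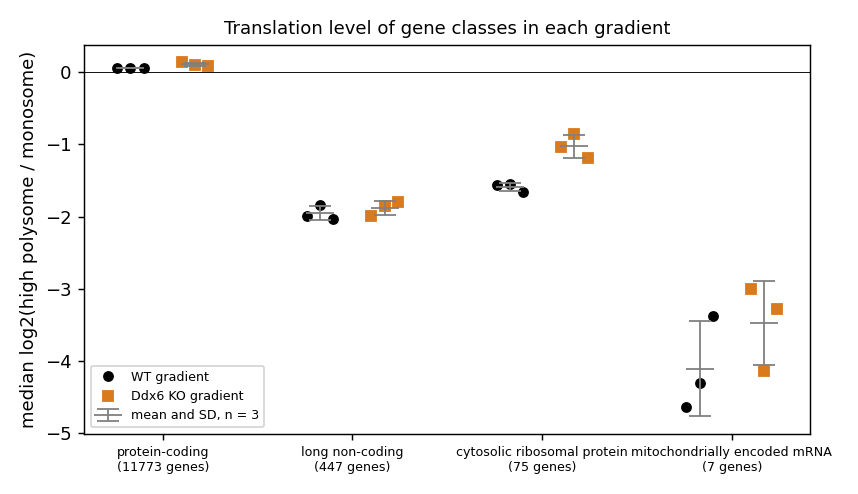
Median log2(high polysome / monosome) of 4 gene classes, with a point per gradient for WT (circles) and Ddx6 KO (squares) and lines for the mean and SD (n = 3). The lncRNA points of both genotypes overlap between -2.03 and -1.80, while the 3 KO points of ribosomal protein genes (-1.18 to -0.86) lie above the 3 WT points (-1.66 to -1.55).

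To find genes whose translation level changed in Ddx6 KO cells, the interaction term was tested. Translation level was raised for 1357 genes and lowered for 901 at an adjusted p under 0.05 in limma, and 4179 genes had an unadjusted p under 0.05. Of the raised genes 636 changed by more than 1 on the log2 scale, as did 251 of the lowered genes. The median change was 0.022 and the median SE was 0.29. The balance of directions depended on the scaling. Raised genes made up 60.1% of the calls with TMM, 49.3% with the size factors of DESeq2 (1336 raised, 1375 lowered) and 40.3% with library size alone (936 raised, 1386 lowered). Library size alone moved the median change of all genes to -0.10. A fit to the compared groups only also gave 41.8% raised (1250 raised, 1744 lowered). The number of calls rested on single gradients. Without KO gradient 3 there were 466 raised and 276 lowered genes, and 735 of the 2258 calls (32.6%) remained. Without WT gradient 2 there were 609 and 369, without WT gradient 1 618 and 583, and without KO gradient 2 867 and 526.

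**Figure D3:**
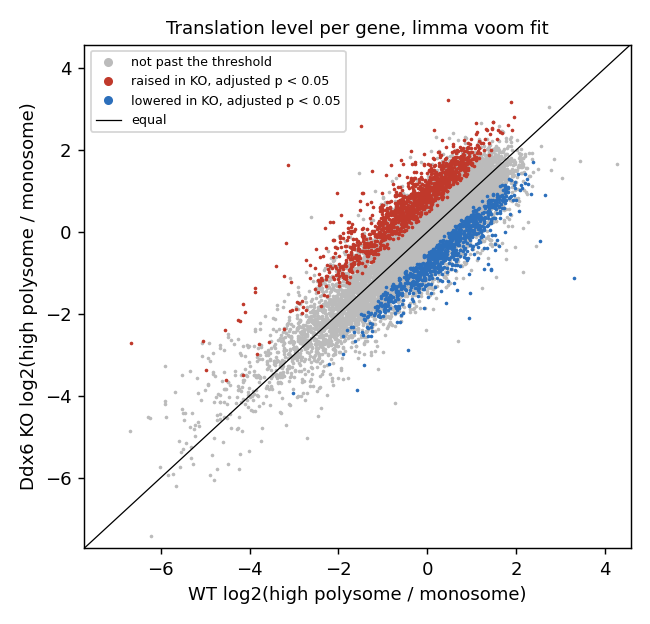
Fitted log2(high polysome / monosome) of each of 12705 genes in WT (horizontal axis) and Ddx6 KO (vertical axis), with genes raised or lowered at an adjusted p under 0.05 in limma in colour and a line of equality. The 1357 raised genes lie above the line and the 901 lowered genes below it; the balance shifts to 936 and 1386 when library size alone sets the scale.

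The 5 genes that rose most were Zbtb7a, Bdkrb2, Crispld2, Eef2 and Zfp773. Zbtb7a (ENSMUSG00000035011.15, chromosome 10, 81136271 to 81152995) went from a translation level of -2.18 ± 0.33 in WT to 0.24 ± 0.41 in KO (mean ± SD, n = 3), a limma change of 2.43 (SE 0.22, adjusted p = 3.61e-06). Its monosome level fell from 155 ± 30.5 to 99.2 ± 21.1 CPM while its high polysome level rose from 33.5 ± 2.63 to 116 ± 10.8 CPM. Eef2 (ENSMUSG00000034994.10, chromosome 10, 81176631 to 81182498) rose by 2.17 (SE 0.28, limma adjusted p = 9.87e-05), from -3.23 ± 0.25 to -1.07 ± 0.65. Zfp773 (ENSMUSG00000063535.7, chromosome 7, 7127073 to 7136755) rose by 2.15 (SE 0.34, limma adjusted p = 0.000535), from -3.93 ± 0.29 to -1.81 ± 0.50. For Eef2 and Zfp773 the monosome level fell, by 1.81 and 2.09 on the log2 scale, and the high polysome level did not change past the threshold (limma adjusted p = 0.140 and 0.873). These 3 genes kept the call in every fit that left out a gradient. Bdkrb2 (ENSMUSG00000021070.6, chromosome 12, 105563226 to 105595237) rose by 2.36 (SE 0.70, limma adjusted p = 0.0248), with at most 8 counts in any WT library. Crispld2 (ENSMUSG00000031825.16, chromosome 8, 119992438 to 120052793) rose by 2.34 (SE 0.65, limma adjusted p = 0.0179), with at most 12 counts in any WT library. Bdkrb2 lost the threshold in 3 of the 6 fits that each left out a gradient (without WT 1, WT 2 or KO 3), and Crispld2 in 4 (without WT 1, WT 2, WT 3 or KO 3) and at equal depth.

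The 5 genes that fell most were Rpa3, Dppa5a, Tmem38b, Rnf5 and Nsmce3, with coding lengths of 366, 357, 879, 543 and 840 nt. Rpa3 (ENSMUSG00000012483.4, chromosome 6, 8255936 to 8259173) went from 0.89 ± 0.41 in WT to -2.06 ± 1.47 in KO, a limma change of -3.03 (SE 0.77, adjusted p = 0.0110). Dppa5a (ENSMUSG00000060461.5, chromosome 9, 78367052 to 78368177) changed by -2.16 (SE 0.63, limma adjusted p = 0.0223), from 1.37 ± 0.39 to -0.79 ± 0.92. Tmem38b (ENSMUSG00000028420.13, chromosome 4, 53826045 to 53862019) changed by -2.15 (SE 0.60, limma adjusted p = 0.0180). Rnf5 (ENSMUSG00000015478.13, chromosome 17, 34601091 to 34603690) changed by -2.10 (SE 0.72, limma adjusted p = 0.0493). Nsmce3 (ENSMUSG00000070520.4, chromosome 7, 64867052 to 64872997) changed by -1.96 (SE 0.42, limma adjusted p = 0.00404), from 1.49 ± 0.18 to -0.44 ± 0.92. Nsmce3 kept the call in every fit that left out a gradient. Rpa3, Dppa5a and Tmem38b lost it without WT gradient 2 and without KO gradient 3, and Rnf5 lost it without WT gradient 1, WT gradient 2 or KO gradient 3. With the trend on coding length removed, Dppa5a and Rnf5 were also no longer past the threshold. Rnf5 lost it with DESeq2 (adjusted p = 0.0743) and without the filter on low counts (limma adjusted p = 0.0551) too.

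Genes of the pluripotency network were examined as a list because the study concerns the ESC state. Of the 8 genes, translation level changed past the threshold for Tfcp2l1 alone, which rose by 0.55 (SE 0.17, limma adjusted p = 0.0272). The count adjusted over the list alone was also 1 raised and 0 lowered, and 2 genes had an unadjusted p under 0.05. Changes ranged from -0.16 to 0.55, and 6 of the 8 were positive. Tfcp2l1 lost the threshold in 5 of the 6 fits that each left out a gradient (all but the one without WT gradient 3), with library size alone, without the filter on low counts and with the trend on coding length removed. Within fractions, Klf4 was higher in KO in all 3 and Sall4 was lower in all 3. Sox2 and Tfcp2l1 were lower in the monosome and high polysome, and Nanog and Esrrb were higher in the low polysome. Counts adjusted over the list alone were the same within each fraction.

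Of the 9 ESCC miRNA targets listed beforehand, 1 was raised in translation level and 0 were lowered, both over all genes tested and adjusted over the list alone, and 2 had an unadjusted p under 0.05. Rbl2 (ENSMUSG00000031666.15, chromosome 8, 91070057 to 91123844) rose by 1.63 (SE 0.30, limma adjusted p = 0.00136), from -0.84 ± 0.10 in WT to 0.70 ± 0.30 in KO, and kept the call in every alternative fit. Of the 9 changes 4 were positive, and the median was -0.18. With the trend on coding length removed, Cdkn1a was also raised, by 0.68 (limma adjusted p = 0.0287). Lats2 was then lowered, by -0.95 (limma adjusted p = 0.0483). Within the high polysome, 6 of the 9 were higher in KO (Cdkn1a, Rbl2, Casp2, Tgfbr2, Rela and Dkk1) and 2 were lower (Lats2 and Ei24), with the same counts adjusted over the list alone. In the monosome 4 were higher and 0 lower, with 4 and 1 adjusted over the list alone and 5 at an unadjusted p under 0.05. Among the 9, only Cdkn1a, Rbl2, Lats2 and Mbd2 had an 8mer ESCC site in the search of annotated 3′ UTRs. Rela had neither 7mer of that site, so by that search it is a gene without a site.

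To test ESCC miRNA targets as a set, the 388 genes with an 8mer site were compared with 9429 genes without a site. The median change in translation level was 0.16 with a site and -0.0086 without, a shift of 0.17. This did not pass the threshold in camera (p = 0.0514) or in camera with an estimated correlation (p = 0.138), and fry, which tests the change of the set itself against 0 and not the shift, gave p = 0.00232 (not an exact test). Raised calls made up 15.7% of genes with a site and 10.7% without, and lowered calls 4.90% and 7.99%. The shift in log2(high polysome / monosome) was -0.14, 0.019 and -0.11 in the WT gradients and 0.14, -0.018 and 0.074 in the KO gradients, which overlapped (exact permutation p = 0.2, smallest possible 0.1). Within single fractions the shift between KO and WT was -0.092 in the monosome, -0.022 in the low polysome and 0.056 in the high polysome (camera at the preset correlation, not an exact test, p = 0.303, 0.983 and 0.410). Control seeds gave shifts of 0.091 for let-7, 0.082 for miR-9, 0.061 for miR-124, 0.055 for miR-122 and 0.0088 for miR-1. Removing the trend on coding length moved the ESCC shift most among the settings that kept these genes, to 0.097 (camera p = 0.122, with an estimated correlation p = 0.334, neither an exact test). Fry was then no longer past the threshold either (p = 0.105, not an exact test). Without WT gradient 2, KO gradient 2 or KO gradient 3 the shift passed the threshold in camera, at 0.21 (p = 0.0228), 0.18 (p = 0.0212) and 0.16 (p = 0.0376), while 2 gradients against 3 allow no exact p under 0.05.

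The low polysome was compared with the monosome in the same way. Of the pluripotency genes Esrrb and Tfcp2l1 were raised, with 3 genes raised when adjusted over the list alone, and of the 9 ESCC targets 0 changed, with 0 at an unadjusted p under 0.05. Over all genes, the interaction was raised for 294 genes and lowered for 304 at an adjusted p under 0.05 in limma, with 2635 genes at an unadjusted p under 0.05. Raised genes made up 49.2% of these calls with TMM and 31.7% with library size alone (229 raised, 494 lowered). Single gradients decided the number of calls. Without KO gradient 3 there were 21 raised and 6 lowered genes, without WT gradient 1 37 and 7, and without WT gradient 2 49 and 36. Without KO gradient 1, the only one of clone 1, there were 482 raised and 335 lowered. Without KO gradient 2 the counts were 128 and 210, and without WT gradient 3 they were 168 and 234.

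Relative abundance within each fraction was then compared between KO and WT. In the monosome 2357 genes were higher and 2548 lower in KO at an adjusted p under 0.05 in limma. The low polysome gave 2974 higher and 3091 lower, and the high polysome 3215 higher and 2687 lower. Changes over 1 on the log2 scale numbered 1006 and 1087 in the monosome, 1173 and 1143 in the low polysome, and 1240 and 922 in the high polysome. Apart from that stricter requirement, the alternative that changed these counts by over 1.5 times was the removal of the filter, which gave 3929 lower genes in the monosome. Fits that left out a gradient stayed within 1.5 times of each count.

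The clones were compared by the change in translation level of each gene against the same WT gradients. Across 12705 genes Spearman's rho between clone 1 and clone 2 was 0.687, and 0.652 to 0.750 between pairs of single gradients used in place of the clone means. Shared WT gradients alone raise this value above 0. In 100 simulations of unchanged KO libraries rho averaged 0.331, from 0.306 to 0.351. With no WT gradient in common, rho was 0.441, 0.584 and 0.492. A technical shift shared by all KO gradients, such as a fraction boundary that lay elsewhere, could also raise each of these values. The simulations contained no such shift, so they do not exclude it. Of the 2258 called genes 2256 had the same sign in both clones, although these genes were called on the same libraries. Genes are not independent replicates, so no p-value is given.

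Translation level was also related to coding length, a comparison chosen after the data had been seen. For 11769 genes with a coding length, Spearman's rho between coding length and the change in translation level was 0.543 across genes, which are not independent replicates. In the WT gradients rho between coding length and log2(high polysome / monosome) was 0.00569, 0.0402 and 0.0819, and in the KO gradients it was 0.308, 0.354 and 0.402 (exact permutation p = 0.1, the smallest possible). The median change was -0.54 for genes of up to 500 nt, -0.34 from 500 to 1000 nt, -0.029 from 1000 to 1500 nt, 0.23 from 1500 to 2000 nt, 0.41 from 2000 to 3000 nt and 0.57 over 3000 nt. Of the shortest class 26.3% were called lowered and 0.948% raised. Of the longest class 0.827% were called lowered and 28.0% raised. The relation was smallest at equal depth among the alternatives tried, with rho 0.512. Under every scaling tried the shortest class had a negative median and the longest a positive one.

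**Figure D4:**
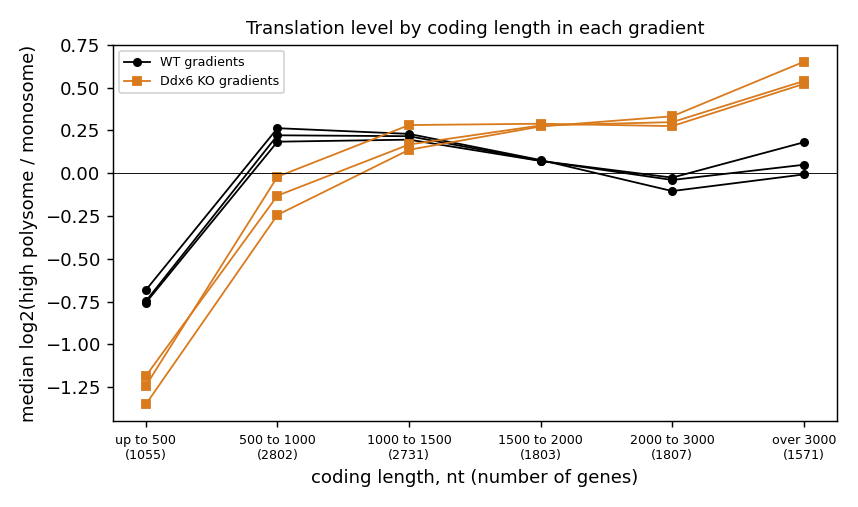
Median log2(high polysome / monosome) by class of coding length (nt, with the number of genes), with a line per gradient for WT (circles) and Ddx6 KO (squares). For the 1055 genes of up to 500 nt the KO lines (-1.35 to -1.18) lie below the WT lines (-0.76 to -0.68), and for the 1571 genes over 3000 nt they lie above (0.52 to 0.65 against -0.0070 to 0.18).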

Values the study reported

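The study reported that 765 genes were targets of the ESCC miRNA family in its list of conserved targets.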

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

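Both tests in this part were chosen after the result was seen. The count table has entries for 92 synthetic spike-in sequences that no comparison used and whose addition no label mentions, and these held 1006 reads over the 18 libraries. Reads fell on 58 of the 92 sequences, with 28 to 169 reads per library. Relative to library size this was 3.48 to 21.7 CPM, with a median of 6.09 CPM, and it amounts to 0.000709% of all reads. The highest value was in the library of WT low polysome 3, with 169 reads.

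The highest rate was 3.57 times the median. A constant background rate per read cannot be told apart from a rate that differs between libraries, since PCR copies among so few reads could give this spread. Whether spike-in RNA was added to the samples cannot be told apart from other sources, since the labels give no amount. The most counted sequence held 42.7% of the reads, and the rest were spread over the other sequences. Reads passed between samples sequenced together could give such counts too, and this was not tested. The sequences belong to no organism, and no biological explanation was tested. With so few reads the spike-in counts were not used for scaling.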

How the results depend on the processing

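Thinning to equal depth, removal of the coding length trend and matching on coding length were chosen only after the results were seen. The other alternatives were fixed before the data were examined. Over 18 results that answer a comparison there were 274 values under alternatives, of which 226 kept their direction and side of the threshold, or stayed within the limit set for them. The 5 control seeds are among those 226, where not passing the threshold counts as the same. The other values were 44 counts that moved by over 1.5 times and 4 values for ESCC site genes that came to pass the threshold, of which 3 tested the shift and 1, from fry, tested the set's own change against 0. Ddx6 stayed past the threshold under all 15 alternatives in each fraction (adjusted p up to 0.0066), with log2 changes from -4.07 to -1.98. The lncRNA difference stayed between -2.61 and -0.59, and rho between the clones between 0.654 and 0.724.

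The requirement of an absolute log2 change over 1 lowered every count by its construction. It left 1647 higher and 2665 lower genes for WT translation level, 636 raised and 251 lowered for its change, and 108 and 58 for the low polysome interaction. Within fractions it left 1006 and 1087 genes in the monosome, 1173 and 1143 in the low polysome, and 1240 and 922 in the high polysome.

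For the change in translation level (1357 raised, 901 lowered), lowered genes numbered 1375 with DESeq2, 1386 with library size alone and 1744 with only the compared groups in the fit. For the low polysome interaction (294 raised, 304 lowered), DESeq2 gave 553 and 534, the compared groups only gave 162 and 125, and library size alone gave 494 lowered. DESeq2 gave no adjusted p for 740 genes in the first comparison and 3695 in the second. Library size alone shifts all genes together by its construction, and for the other settings the cause was not tested. Without the filter on low counts there were 10866 genes lower in WT high polysomes and 3929 lower in KO monosomes, against 4086 and 2548 with it. More genes enter that fit by construction, and beyond this the cause was not tested.

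With the coding length trend removed, 464 raised and 315 lowered genes were left for translation level and 100 and 33 for the low polysome interaction. Of the 2258 translation level calls 565 remained. This setting removes from each library any change that follows coding length, of whatever origin. At equal depth the low polysome interaction gave 201 lowered genes, and fewer counts per library explain a loss of calls by construction.

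Leaving out one gradient gave from 466 to 1500 raised and from 276 to 1116 lowered genes for translation level. The lowest values came without KO gradient 3 (466 and 276), followed by WT gradient 2 (609 and 369), WT gradient 1 (618 and 583) and KO gradient 2 (867 and 526). For the low polysome interaction the ranges were 21 to 482 raised and 6 to 335 lowered. The values were 21 and 6 without KO gradient 3, 37 and 7 without WT gradient 1, 49 and 36 without WT gradient 2, and 482 and 335 without KO gradient 1. Raised genes also moved to 168 without WT gradient 3 and 128 without KO gradient 2. Fewer samples lower the power of each fit by construction, but counts rose without KO gradient 1, the only gradient of clone 1, and the cause was not tested. The other counts stayed within 1.5 times in these fits. The ESCC shift ranged from 0.12 to 0.21 and passed the threshold in camera in 3 of the 6 fits, without WT gradient 2 (p = 0.0228), KO gradient 2 (p = 0.0212) or KO gradient 3 (p = 0.0376), against an exact permutation p of 0.2 over the gradients. With fry, which is not an exact test and does not test the shift of 0.17 against other genes, p = 0.00232, and p = 0.105 with the coding length trend removed. Over the other single changes of setting for ESCC sites camera p ranged from 0.0509 to 0.296, neither bound from an exact test, and the cause of these changes was not tested.

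Among the named genes, the sign of a change reversed for 6 genes, none of them past the threshold in either fit. Nanog changed by -0.039 with library size alone, -0.038 without the filter and -0.0068 with only the compared groups. Sall4 changed by -0.017 with the coding length trend removed, and Mbd2 by 0.41 at equal depth. Leaving out one gradient gave ranges of -0.47 to 0.013 for Pou5f1, -0.094 to 0.21 for Nanog, -0.12 to 0.026 for Klf4, -0.35 to 0.0031 for Ei24 and -0.58 to 0.057 for Mbd2. The gradients that reversed the sign were WT 3 and KO 2 for Pou5f1, WT 1 and KO 1 for Nanog, WT 1, KO 1 and KO 2 for Klf4, KO 3 for Ei24, and WT 3 and KO 3 for Mbd2. The cause was not tested. Beyond these, 29 values of named genes lost the threshold, 21 of them on leaving out a gradient, and 3 came to pass it. Those 3 were Sall4 without WT gradient 3, and Cdkn1a and Lats2 with the coding length trend removed.

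With the gradient as a replicate block, which pairs the fractions of one lysate, translation level was raised for 1552 genes and lowered for 1075, the ESCC shift was 0.14 (camera, not an exact test, p = 0.0656), and the block changed no call of a named gene and moved no count by over 1.5 times. Between genotypes, replicates share only a number. Deviations of same-numbered KO and WT libraries correlated at r from -0.509 to 0.254 over 9 pairs. With that number as a replicate block the monosome gave 2450 higher and 2658 lower genes, the low polysome 3071 and 3196, and the high polysome 3253 and 2799, and the Ddx6 changes were -2.30, -2.53 and -3.21.

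The depth of the WT monosome libraries limits the translation level of weakly expressed genes. Bdkrb2 and Crispld2, with at most 8 and 12 counts in a WT library, have ratios that rest on few reads, and Crispld2 lost the threshold at equal depth.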

Other observations

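In this part the tests of 3′ UTR properties and of a shared fraction boundary against the coding length relation, those of a shared fraction boundary and of pseudogenes against the ribosomal protein result, both tests on Ddx6 in clone 1 and the counts of sites per gene were chosen only after the result was seen. Coding length itself was picked after the change in translation level had been set against coding length, coding GC content, 3′ UTR length, 3′ UTR GC content, WT translation level and mean expression.

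The change in translation level followed coding length, with rho 0.543 across genes, and short coding sequences fell while long ones rose. The shallower WT monosome libraries are argued against as the cause, since rho was 0.512 with all libraries at equal depth. Uneven collection of fractions in single gradients is argued against as well, since the lowest KO gradient exceeded the highest WT gradient by 0.226, against a pooled SD of 0.0429. The relation did not run through 3′ UTR GC content or length, with a partial rho of 0.548. What stays open is a boundary between fractions that lay elsewhere in all 3 KO gradients. The mean rho differed by 0.312 between genotypes, but a shift shared by all KO gradients and an effect of genotype cannot be told apart, because the labels give no boundary for each gradient. A longer coding sequence holds more ribosomes, so a fraction that began at a higher ribosome number might give this pattern without any change in translation. A change of ribosome loading with coding length in Ddx6 KO cells is a hypothesis that remains untested. The relation within fractions ran from -0.201 in the monosome through 0.0129 in the low polysome to 0.304 in the high polysome.

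Cytosolic ribosomal protein genes moved against this trend. Their median coding length was 456 nt, and yet their translation level rose, with a median change of 0.54 against 0.0089 for other protein-coding genes. The shift of 0.53 passed the threshold in camera (p = 1.55e-09) and in camera with an estimated correlation (p = 0.0253). Fry, which is not an exact test and sets the change of these genes against 0, gave p = 0.000111. Of the 75 genes 65 had a positive change, 22 were called raised and 0 lowered. The direction of the median was the same under each scaling tried, with 19 raised and 0 lowered under library size alone and 24 raised and 1 lowered with only the compared groups in the fit. The median level in all 3 KO gradients lay above that in all 3 WT gradients (exact permutation p = 0.1, the smallest possible). Relative abundance fell in all fractions, most in the monosome, with median changes of -1.06, -0.60 and -0.47 in the monosome, low polysome and high polysome, so the ratio rose because the monosome share fell further. The coding length trend is argued against, since the shift was 0.997 against genes matched on coding length. Depth is argued against by a shift of 0.55 at equal depth. Fraction boundaries are argued against in part, since the shift was 0.54 against genes matched on coding length and on their WT ratios in both polysome fractions. Reads shared with pseudogenes are argued against by the 17 genes with no annotated pseudogene of their name, whose shift was 0.62. A change in how ribosomal protein mRNAs are held in the monosome of Ddx6 KO cells may account for the pattern. This is a hypothesis found and tested on the same data. The paper reports reduced proliferation of Ddx6 KO cells. Such a difference in growth could act on these mRNAs too, and whether it did was not tested.

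For ESCC site genes, the shift of 0.17 lay above that of all 5 control seeds but did not pass the threshold in camera. Removing the coding length trend left 0.097 (camera, not an exact test, p = 0.122), with control seeds between -0.061 and 0.042. The shift therefore stayed above the control range and was not past the threshold, so a contribution of coding length cannot be told apart from an effect of the sites. Matching on 3′ UTR length and GC content left 0.16, with camera p = 0.0509 against 0.0514 without matching (neither an exact test). Matching thus changed the shift little, which argues against these properties as the source of most of it. The shift was still not past the threshold. Control seeds, at up to 0.091, were not matched in this way. The median change was -0.0086 for 9429 genes with no site, 0.13 for 372 genes with 1 8mer and 0.68 for 16 genes with 2 or more. With the coding length trend removed these medians were -0.017, 0.064 and 0.46. An effect that grows with the number of sites is consistent with these medians, though the class with 2 or more holds few genes and was not tested on its own.

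The count of tested genes with an 8mer ESCC site was 388, against 2252 with a 7mer or 8mer. With 8mer sites alone, that is lower than the number of target genes quoted from the study above, and the direction depends on the definition of a site. The counts are also not alike in the genes they cover. The study's list held conserved targets, with no limit to expressed genes stated, while the search here ignored conservation and covered tested genes only.

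The WT monosome libraries had 2543617 to 4894677 counts against at least 7043953 in every other library, which could create apparent changes in translation level. At equal depth 67.2% of the calls remained in the same direction (1518 of 2258), so depth is argued against as the source of most calls.

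Ddx6 reads persisted in clone 1, at 36.7% of the WT level over all fractions, against 9.91% in clone 2. Low depth is argued against, since the lowest count in a clone 1 library was 451 and its depth was like that of clone 2. Wild-type RNA mixed into the clone 1 libraries is argued against as the whole of this difference by 57 other genes. These genes lay under 20% of WT in clone 2. Such an admixture would lift each of them to at least the added share in clone 1, but their median there was 18.6% of WT. Of these genes 100% lay below the 36.7% of Ddx6. That level can include Ddx6 mRNA of the clone itself besides any added share, so this count cannot decide the question. A difference between the mutant alleles in how much mRNA each leaves could explain the pattern, and it was not tested. According to the paper, the clones carry different alleles, an insertion and a large deletion, and both create a premature stop. The paper also found no DDX6 protein in either clone by Western blot. Reads left in clone 1 therefore do not by themselves mean that protein was left.

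Other splits of the samples were counted for each comparison. Of the 10 splits of the 6 gradients into 3 and 3, 1 gave as many calls as the real one for the change in translation level, and that was the real split. The same held, with 1 of 10, for the low polysome interaction and for KO against WT in the monosome, the low polysome and the high polysome. For the change in translation level the other splits gave 0 calls each, with 43 to 448 genes at an unadjusted p under 0.05 against 4179 in the real split. For WT translation level 1 of the 10 splits of the 6 libraries gave as many calls, and among the 4 splits that part every pair from one gradient, 1 did. The ESCC shift was as large in 1 of 10 splits, with 0.14 as the next highest. With 10 splits the share cannot fall under 0.1, so these counts cannot pass a threshold of 0.05. Every other split also mixes genotypes in both parts, or monosome and high polysome libraries in the WT comparison. A real difference then widens the spread within each part and lowers the calls. The 0 calls in the other splits thus do not measure how many calls would be false.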
